# Screening for autophagy/hypoxia/ferroptosis/pyroptosis-related genes of tendon injury and repair in a rat model after celecoxib and lactoferrin treatment

**DOI:** 10.1186/s13018-023-03856-9

**Published:** 2023-05-25

**Authors:** Yaonan Zhang, Lei Shi, Fei Wang, Lin Wang, Nan Min, Liangyuan Wen, Qingyun Xue

**Keywords:** Tendon injury, Repair, Celecoxib, Lactoferrin

## Abstract

**Background:**

Tendon injuries are among the most common musculoskeletal disorders. Celecoxib possesses an effective anti-inflammatory activity in the tendon injury treatment. Lactoferrin has a great potential for the tendon regeneration. However, the efficacy of celecoxib combined with lactoferrin in the treatment of tendon injury has not been reported. In this study, we aimed to investigate the effect of celecoxib and lactoferrin on tendon injury and repair, and screen for the crucial genes associated with the tendon injury and repair.

**Methods:**

The rat tendon injury models were established and divided into four groups: normal control group (*n* = 10), tendon injury model group (*n* = 10), celecoxib treatment group (*n* = 10), and celecoxib + lactoferrin treatment group (*n* = 10). Then, RNA sequencing was performed to identify differentially expressed lncRNAs (DElncRNAs), miRNAs (DEmiRNAs) and mRNAs (DEmRNAs) in celecoxib treatment group and celecoxib + lactoferrin treatment group. Next, autophagy/hypoxia/ferroptosis/pyroptosis-related DEmRNAs were further identified. Subsequently, functional enrichment, protein–protein interaction (PPI) network and transcriptional regulatory network construction for these genes were performed.

**Results:**

The animal study demonstrated that combinational administration of celecoxib with lactoferrin rescued the harmful effects caused by celecoxib in the treatment of tendon injury. Compared to tendon injury model group, 945 DEmRNAs, 7 DEmiRNAs and 34 DElncRNAs were obtained in celecoxib treatment group, and 493 DEmRNAs, 8 DEmiRNAs and 21 DElncRNAs were obtained in celecoxib + lactoferrin treatment group, respectively. Subsequently, 376 celecoxib + lactoferrin treatment group-specific DEmRNAs were determined. Then, 25 DEmRNAs associated with autophagy/hypoxia/ferroptosis/pyroptosis were identified.

**Conclusions:**

Several genes, such as, Ppp1r15a, Ddit4, Fos, Casp3, Tgfb3, Hspb1 and Hspa8, were identified to be associated with tendon injury and repair.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13018-023-03856-9.

## Introduction

Musculoskeletal disorders exert the significant detrimental effect on the life quality of patients [1]. Multiple pathological factors are associated with tendon injury, including trauma, aging, inflammation, chronic overuse, and genetic factors. The mechanisms of injury include some types of overload or overuse of the tendon that most likely lead to tendon degeneration, cell phenotype changes and hypervascularization [2]. In the clinical work, nonsteroidal anti-inflammatory drugs (NSAIDs) are used to treat tendon injury, such as, selective COX-2 inhibitor and celecoxib. Celecoxib possesses an effective analgesic and anti-inflammatory activity in the tendon injury treatment [3]. The side effects of celecoxib include inhibition of tendon cell proliferation and migration, which can adversely affect tendon healing [4]. Lactoferrin, an iron-binding glycoprotein, functions as an osteogenic growth factor and enhance the proliferation and differentiation of osteoblasts, and has a great potential for the tendon regeneration [5]. Moreover, when lactoferrin is used in combination with non-steroidal anti-inflammatory drugs, the inhibitory effects on tenocyte proliferation, viability, and collagen formation are rescued [6]. We have previously shown that lactoferrin is anabolic to human tenocytes in vitro and reverses potential inhibitory effects of NSAIDs on human tenocytes [7]. To date, the efficacy of celecoxib combined with lactoferrin in the treatment of tendon injury has not been reported.

Tendon fibroblasts play an important role in remodeling phase of wound healing [8]. In tendon injury, high glucose can repress the proliferation of tendon fibroblasts by inhibiting autophagy activation [9]. It has been indicated that hypoxia has a critical function in chondrogenesis, osteogenesis and angiogenesis, and plays an essential role in the tissue repair process [10]. Zhao et al. reported that hypoxia was essential for bone–tendon junction healing [11]. Yu et al. suggested that hypoxia enhanced tenocyte differentiation of adipose-derived mesenchymal stem cells [12]. Chen et al. demonstrated that hypoxia-induced mesenchymal stem cells exhibited stronger tenogenic differentiation capacities [13]. Ferroptosis, a new form of regulated cell death (driven by iron-dependent lipid peroxidation), is involved in a variety of diseases [14]. Iron is a key element that plays a crucial role in mammalian cells (such as osteoclast) [15]. Ni et al. demonstrated that ferroptosis was involved in osteoclastogenesis [16]. Pyroptosis (also known as cell inflammatory necrosis) is a programmed cell death mode closely associated with the inflammatory response and mediated by caspase-1 or caspase-11 [17, 18]. In alveolar bone, high glucose concentration may activate pyroptosis to inhibit the proliferation and differentiation of osteoblasts [19]. Under certain pathological conditions, pyroptosis may occur in osteoblasts, affect their proliferation and differentiation and consequently affect the development and morphological changes of bone tissue [20].

In this study, we performed animal studies to investigate the efficacy of celecoxib combined with lactoferrin in the treatment of tendon injury. Then, differentially expressed mRNAs (DEmRNAs), differentially expressed miRNAs (DEmiRNAs) and differentially expressed lncRNAs (DElncRNAs) in celecoxib treatment group and celecoxib + lactoferrin treatment group were identified. As we mentioned above, autophagy/hypoxia/ferroptosis/pyroptosis may be associated with tendon injury and repair. Hence, autophagy/hypoxia/ferroptosis/pyroptosis-related gene sets were downloaded for subsequent analysis. In this study, we aimed to investigate the effect of celecoxib and lactoferrin on tendon injury and repair, and screen for the crucial genes associated with the tendon injury and repair.

## Materials and methods

### Animal model

A total of 40 six-week-old Sprague–Dawley rats weighting 200–300 g were used. The rats were housed under a 12-h light/dark cycle in a pathogen-free area with free access to water and food. All animals were treated according to institutional guidelines for laboratory animal treatment and care. All experimental procedures were approved by the Animal Research Ethics Committee of our hospital.

Rats were randomly divided into four groups: normal control group (*n* = 10), tendon injury model group (*n* = 10), celecoxib treatment group (*n* = 10), and celecoxib + lactoferrin treatment group (*n* = 10). Lactoferrin was purchased from Wuhan Nuohui Pharmaceutical & Chemical Co., LTD. Following 1 week of feeding and adaptation, the rats were anesthetized. The midpoint of the achilles tendon was transected and sutured immediately. The tendon was not cut in the normal control group, and other operations were the same as those in the experimental group. Celecoxib (10 mg/kg) were injected daily at the site of injury in each rat in celecoxib treatment group. Celecoxib (10 mg/kg) and lactoferrin (2 g/kg) were injected daily at the site of injury in each rat in celecoxib and lactoferrin treatment group.

### Hematoxylin and eosin (HE) staining, Masson staining and immunohistochemistry

Rats were sacrificed on the 1st, 14th, and 28th day after surgery. Three rats in each group were sacrificed on the 1st and 14th day, and four rats were sacrificed on the 28th day. Then, the tendon of the injured site was collected. For histological analysis, tendons were fixed in 4% paraformaldehyde for 24 h. Sagittal paraffin sections were prepared by embedding the samples in paraffin and cutting into 4 µm thick sections. Four sections per sample were stained with HE and observed under the OLYMPUS EX-51 microscope (Tokyo, Japan) at 100 × magnification. Masson’s trichrome stain (Solarbio, G1340) was performed according to kit directions. RECA-1 is a cell surface antigen expressed by rat endothelial cells. In this study, RECA-1 was selected for immunohistochemistry analysis on days 1, 14 and 28. Then, 5-μm-thick continuous sections were incubated with an anti-RECA-1 antibody (abcam, ab22492, 1:1000) produced in rabbit followed by goat anti-rabbit immunoglobulin antibody conjugated by horseradish peroxidase. Then, slides were visualized using diaminobenzidine (DAB) substrate.

### RNA isolation and sequencing

We selected samples from injury model group, celecoxib treatment group and celecoxib + lactoferrin treatment group on day 14 for subsequent RNA sequencing. Total RNA was harvested using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) from the tendons. With Agilent 2100 and Nanodrop2000, the quality of RNA was assessed. The quality of the libraries was determined using an Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System. Illumina Hiseq x-ten platform was used to perform RNA sequencing for mRNA and lncRNA. The raw sequencing data were submitted to sequencing quality control by FastQC. Reads with low quality were removed. BGISEQ-500 platform was used for RNA sequencing for miRNA. The Fastx-Toolkit was used to trim 5’ and 3’ segments of reads to remove bases (with mass < 20 and delete reads with N > 10%). The Rfam was used for annotation analysis on measured small RNA with BLAST v2.3.0. The mature miRNA and miRNA precursor sequences were downloaded from miRBase. The expression of miRNA was quantified with miRDeep2. HISAT2 was used to align the clean reads with the reference genome, Ensemble Rnor_6.0.

### Differential expression analysis

By using DESeq2, the DEmRNAs and DElncRNAs were identified with *p*-value < 0.05. With DEGseq2, DEmiRNAs were identified with *p*-value < 0.05 as well. With R package “pheatmap,” hierarchical clustering analysis was performed. David 6.8 was applied to perform GO and KEGG enrichment analysis for DEmRNAs with *p*-value < 0.05. Particularly, celecoxib + lactoferrin treatment group-specific DEmRNAs were further obtained.

### Identification of genes associated with autophagy/hypoxia/ferroptosis/pyroptosis

Autophagy-related genes were extracted from Human Autophagy Database (HADb, http://www.autophagy.lu/index.html) and the GOBP REGULATION OF AUTOPHAGY gene set in Molecular Signatures Database (MSigDB). Totally, 516 autophagy-related genes were included for subsequent analysis. Then, 200 hypoxia-related genes were retrieved from the MSigDB. A total of 267 ferroptosis-related genes were retrieved from the FerrDb dataset (http://www.zhounan.org/ferrdb/) and the previous literature [21]. In addition, 41 pyroptosis-related genes were retrieved from the previous literature [22–24]. Finally, genes associated with autophagy/hypoxia/ferroptosis/pyroptosis were obtained by overlapping celecoxib + lactoferrin treatment group-specific DEmRNAs with autophagy/hypoxia/ferroptosis/pyroptosis-related genes, respectively.

### Functional annotation and protein–protein interaction (PPI) network construction

In order to explore the biological functions and the potential pathways of the genes associated with autophagy/hypoxia/ferroptosis/pyroptosis, David 6.8 was utilized to perform GO and KEGG enrichment analysis. A *p*-value < 0.05 was considered statistically significant. Online database STRING (https://string-db.org) was used to analyze the PPI networks.

### Construction of transcriptional regulatory networks

Potential transcription factors (TFs) targeted to the genes associated with autophagy/hypoxia/ferroptosis/pyroptosis were identified using the transcriptional regulatory relationships unraveled database. The TF-gene regulatory networks were visualized by using Cytoscape software.

## Results

### Celecoxib combined with lactoferrin treatment decreased inflammatory cell and the degree of fiber structure disorder

In Fig. 1A, HE staining confirmed that the injured tendon had more inflammatory cell nuclei, obvious inflammation infiltration, and disorder of fiber structure in injury model group compared with the other three groups. The number of inflammatory cell nuclei decreased in the celecoxib treatment group and celecoxib + lactoferrin treatment group compared with the injury model group. The degree of fiber structure disorder also decreased in the celecoxib treatment group and celecoxib + lactoferrin group compared with the injury model group. In Fig. 1B and 1D, Masson’s trichrome staining showed that the injury model group had fewer collagen fibers and the collagen fiber structure was obviously disordered compared with the normal control group. Compared with the celecoxib treatment group, celecoxib + lactoferrin group formed new collagen fibers and increased the proportion of positive staining area. In Fig. 1C and 1F, compared with the injury model group, the distribution of RECA-1 protein in the celecoxib + lactoferrin group significantly increased. The distribution range of RECA-1 protein in the celecoxib treatment group and celecoxib + lactoferrin group increased, and the color became darker, indicating that the inflammation recovery period led to the proliferation of new capillaries and increased blood vessels. According to the scope and color depth, the celecoxib + lactoferrin treatment group has a wider range and darker color than the celecoxib treatment group, indicating that the inflammatory recovery is better in celecoxib + lactoferrin treatment group compared with the celecoxib treatment group.

**Fig. 1:**
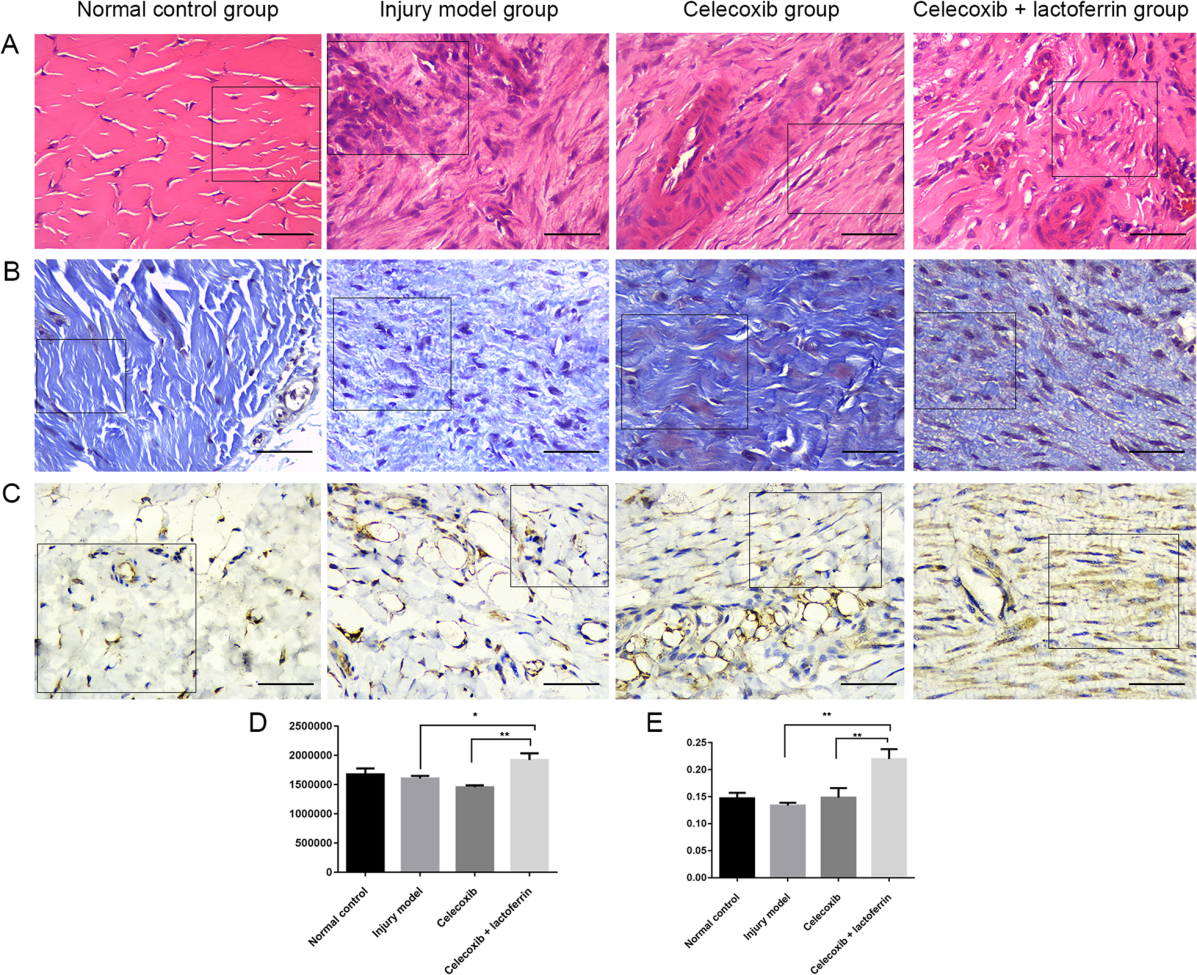
HE staining (**A**), Masson staining (**B**) and immunohistochemistry (**C**) of tendons in normal control group, injury model group, celecoxib treatment group, celecoxib + lactoferrin treatment group on day 14. Scale bar = 50 μm. **D** Quantification analysis of Masson staining. **E** Quantification analysis of immunohistochemistry. * indicates *p* < 0.05, ** indicates *p* < 0.01

### Screening of DEmRNAs, DEmiRNAs and DElncRNAs

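The mRNA data came from tendons of 3 rats of the tendon injury model group and 3 rats of the celecoxib + lactoferrin treatment group, taken on day 14 after the achilles tendon had been transected and sutured. Treated rats received celecoxib, an inhibitor of cyclooxygenase-2, at 10 mg/kg and lactoferrin, an iron-binding milk protein, at 2 g/kg, injected daily at the site of injury. The sample labels give an age of 14 days, whereas in the paper's methods day 14 is the time after surgery. The libraries were sequenced on an Illumina platform, low-quality reads were removed, and reads were aligned to the rat genome with HISAT2. The authors deposited raw counts per Ensembl gene ID, without normalization. The paper's text does not name the counting tool, its strand setting or its handling of reads that match several genes. The totals were 47181784, 45097576 and 34546567 counts in injury model replicates 1, 2 and 3. They were 35196726, 34546738 and 46323603 counts in celecoxib + lactoferrin replicates 1, 2 and 3. Of the 22250 gene IDs, 4186 had 0 counts in all 6 libraries. The 15122 IDs with enough counts in at least 3 libraries (edgeR's filterByExpr) were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. The biological coefficient of variation was 39.3%. The choice of test, of fold change threshold and of libraries could change the number of genes called. The deposited table lists genes by ID only, and 0 of the IDs could be paired with a symbol, so genes are given by ID and the genes the paper names were not analysed here. The celecoxib treatment group, the miRNAs and the lncRNAs were not analysed here.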

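Between the celecoxib + lactoferrin treatment group and the tendon injury model group, 395 genes had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. Of these, 213 were higher and 182 were lower in the treated rats. An even spread of p-values from 0 to 1 would place 756 genes under 0.05. After Benjamini-Hochberg adjustment, 1 gene had an adjusted p-value under 0.05 in edgeR and 26 genes had one in DESeq2. In edgeR this number was 9 without injury model replicate 2 and 6 without celecoxib + lactoferrin replicate 3. With DESeq2, the tool named in the paper's methods, 578 of 17992 genes had an unadjusted p-value under 0.05, 264 higher and 314 lower, and they included 377 of the 395. An added threshold of 1 on the absolute log2 fold change left 117 genes, the largest move of this number as a ratio. The largest move in genes came without celecoxib + lactoferrin replicate 3, where the number was 890, and without injury model replicate 1 it was 226. The library totals fell into 3 deeper and 3 shallower libraries that cross the treatment groups, and with a term for this split, added after the data had been seen, 223 genes were called.

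**Figure D1:**
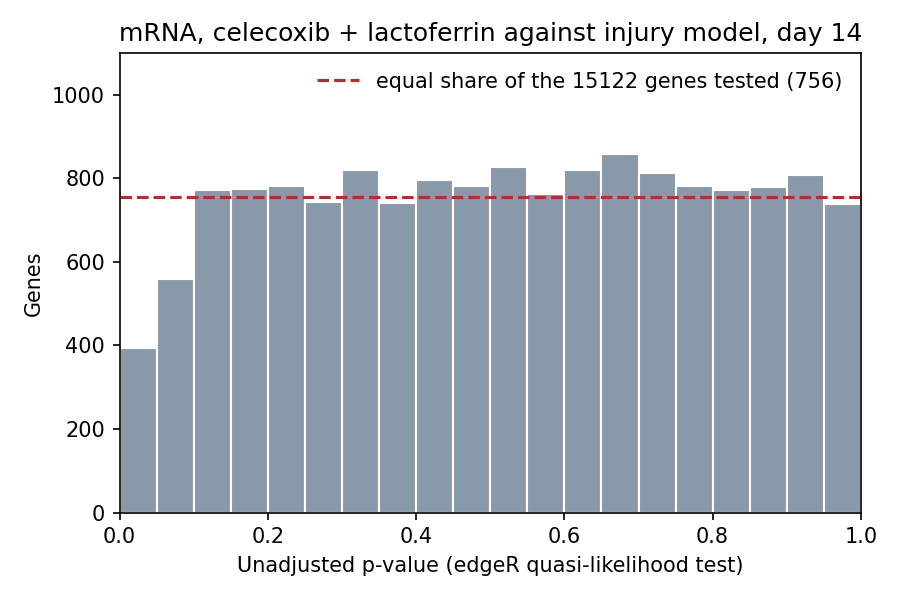
Number of genes (vertical axis) by unadjusted p-value from edgeR's quasi-likelihood test (horizontal axis, bars of width 0.05), celecoxib + lactoferrin against injury model, 3 rats each. The dashed line marks 756 genes, an equal share per bar, and the first bar, with 395 genes, lies below it.

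Among genes whose 3 values in one group all lay above the 3 of the other, the lower gene with the smallest p-value was ENSRNOG00000019351. Its level was 12.6 ± 1.78 CPM (TMM-normalized; SD, n = 3) in the injury model group, from 525, 526 and 488 counts, and 0 counts in each treated rat. Against a floor of 3 counts, which covers counting error only, it was at least 143-fold lower in treated rats (adjusted p = 0.0098, edgeR). ENSRNOG00000045965 had 4.13 ± 0.476 CPM (SD, n = 3) in the injury model group and 0 counts in each treated rat, at least 47.2-fold lower (adjusted p = 0.058, edgeR). Both IDs belong to a set of 139 that had at least 100 counts in some of the 6 libraries and 0 in the others. Of the 10 splits of the libraries into 3 and 3, the real one included, 7 separated at least as many genes of this set. All 10 gave at least 1 gene with an adjusted p-value under 0.05 in edgeR. Such a gene therefore does not set the treatment apart from other splits. The higher gene with the smallest p-value, ENSRNOG00000053037, had 0 counts in each injury model rat and 115, 18 and 184 counts in the treated rats, at least 28.2-fold higher (adjusted p = 0.68, edgeR). Even values were in excess among the low counts of all 6 libraries, and with a floor of 6 counts, for mates of a read pair counted singly, the bounds of these genes were 71.7, 23.6 and 14.1. ENSRNOG00000009783 had 5.12 ± 2.21 CPM (SD, n = 3) in the injury model group and 14.8 ± 3.09 CPM (SD, n = 3) in the treated group. Its log2 fold change was 1.53 (standard error 0.34, adjusted p = 0.998, edgeR). With each rat left out in turn, its log2 fold change lay between 1.35 and 1.94. Since the gene was chosen for groups that do not overlap, this does not test its direction. The paper identified DEmRNAs with DESeq2 by a threshold on the p-value and counted the up-regulated and the down-regulated ones.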

Compared to tendon injury model group, 945 (548 up-regulated and 397 down-regulated) DEmRNAs, 7 (5 up-regulated and 2 down-regulated) DEmiRNAs and 34 (20 up-regulated and 14 down-regulated) DElncRNAs were obtained in celecoxib treatment group, and 493 (219 up-regulated and 274 down-regulated) DEmRNAs, 8 (3 up-regulated and 5 down-regulated) DEmiRNAs and 21 (8 up-regulated and 13 down-regulated) DElncRNAs were obtained in celecoxib + lactoferrin treatment group, respectively. 

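Over all genes tested, and not over genes chosen as different between the groups, the libraries did not separate by treatment. Pearson's r of log2 CPM (prior count 2), taken across genes, which are not independent replicates, lay between 0.938 and 0.949 for the 3 pairs within the injury model group. It lay between 0.896 and 0.922 for the 3 pairs within the celecoxib + lactoferrin treatment group, and between 0.887 and 0.963 for the 9 pairs across the groups. The pair with the highest r, 0.963, was injury model replicate 2 and celecoxib + lactoferrin replicate 3. The mean distance (1 - r) between groups minus that within groups was -0.0024 (two-sided exact permutation test, p = 0.9, where 3 rats against 3 allow no p below 0.1). Without celecoxib + lactoferrin replicate 3 this difference was 0.0156, and without celecoxib + lactoferrin replicate 2 it was 0.0048. Complete-linkage clustering into 2 clusters set celecoxib + lactoferrin replicate 1 apart from the other libraries, and clustering into 3 also set replicate 2 of that group apart. The groups did not overlap in 1180 of the genes tested, or 7.80%, where chance gives 10% for 3 against 3.

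**Figure D2:**
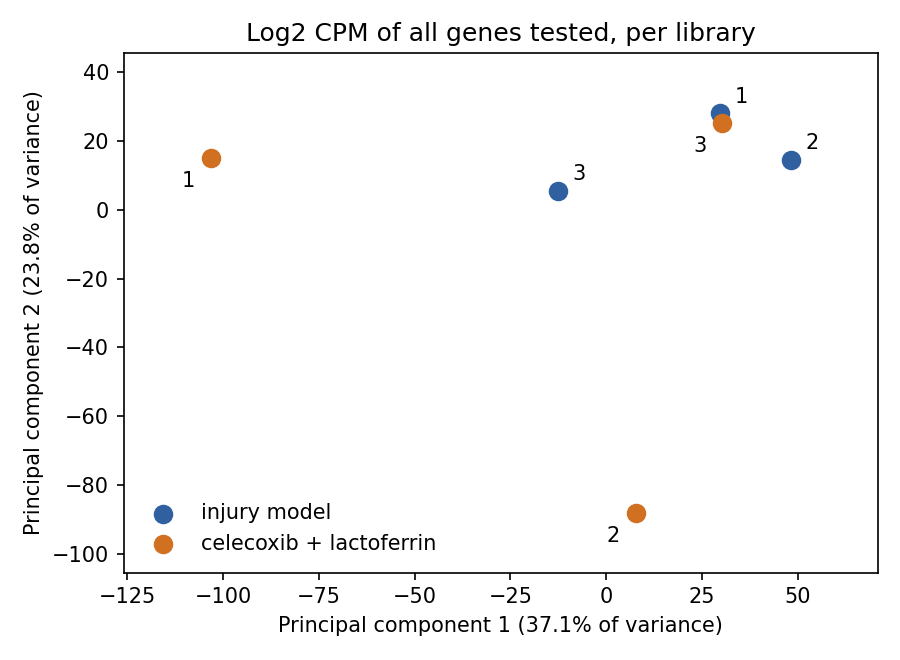
Principal components 1 (horizontal axis) and 2 (vertical axis) of log2 CPM over all genes tested, with each point a library numbered by replicate and coloured by group. Component 1, with 37.1% of the variance, sets celecoxib + lactoferrin replicate 1 apart, and component 2, with 23.8%, sets replicate 2 of that group apart.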

The heatmap of DEmRNAs, DEmiRNAs and DElncRNAs is shown in Figs. 2 and 3. GO enrichment analysis revealed that these biological processes such as blood vessel development, bone development, muscle cell differentiation, and muscle tissue development were dysregulated in celecoxib treatment group (Additional file 1: Figure S1A). KEGG pathway analysis highlighted that MAPK signaling pathway, ECM-receptor interaction, T cell receptor signaling pathway and GnRH signaling pathway were dysregulated in celecoxib treatment group (Additional file 1: Figure S1B). GO enrichment analysis revealed that these biological processes such as skeletal muscle cell differentiation, response to hypoxia, positive regulation of smooth muscle cell proliferation and negative regulation of cell proliferation were dysregulated in celecoxib + lactoferrin treatment group (Additional file 2: Figure S2A). KEGG pathway analysis highlighted that MAPK signaling pathway, HIF-1 signaling pathway, cAMP signaling pathway and PI3K-Akt signaling pathway were dysregulated in celecoxib + lactoferrin treatment group (Additional file 2: Figure S2B). Due to the small number of DEmiRNAs and DElncRNAs, our next research focus is mainly on DEmRNAs. Subsequently, 376 (169 up-regulated and 207 down-regulated) celecoxib + lactoferrin treatment group-specific DEmRNAs were determined (Additional file 3: Figure S3). Also, the ceRNA network was built, but no results were available.

**Fig. 2:**
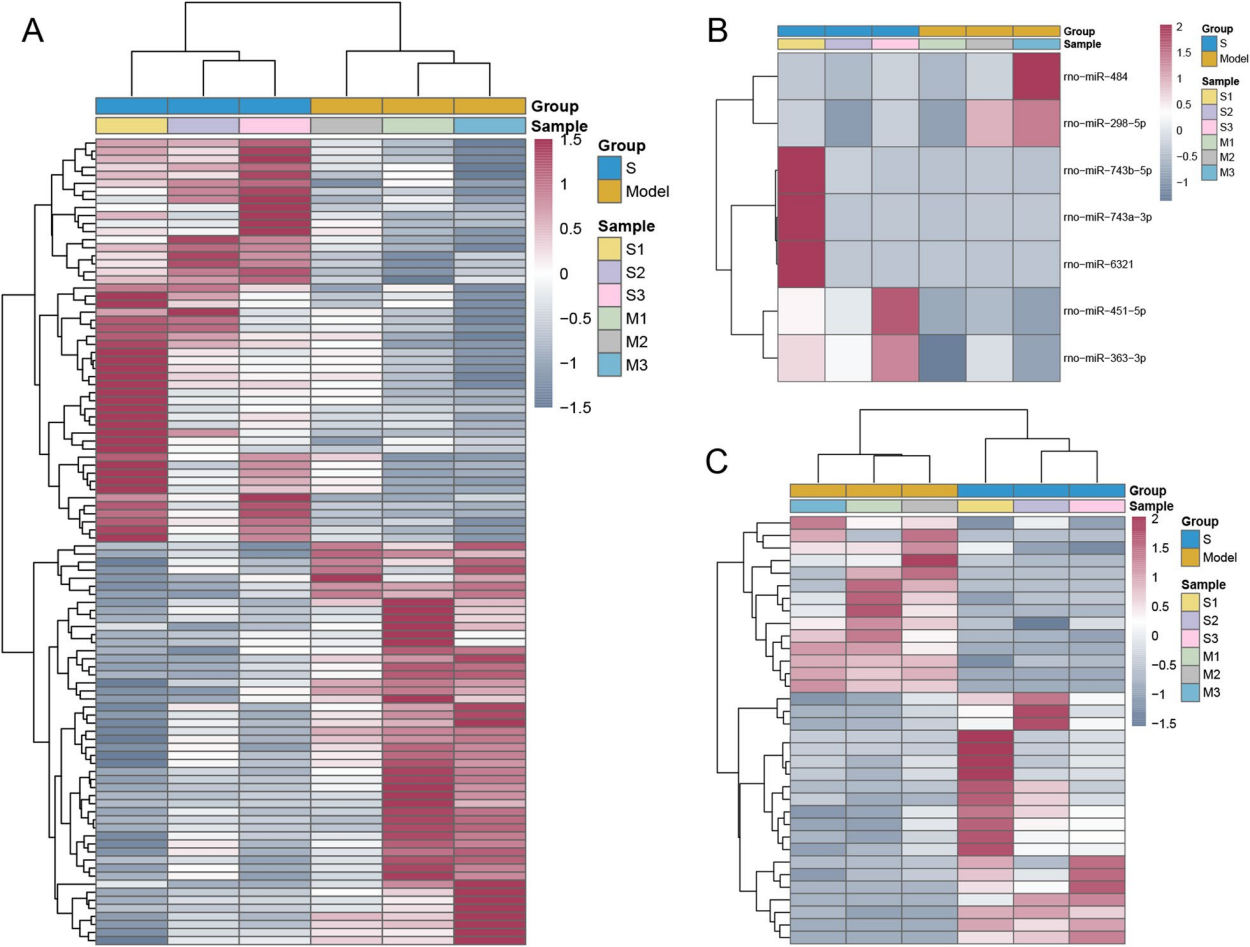
The heatmap of DEmRNAs (**A**), DEmiRNAs (**B**) and DElncRNAs (**C**) between injury model group and celecoxib treatment group on day 14

**Fig. 3:**
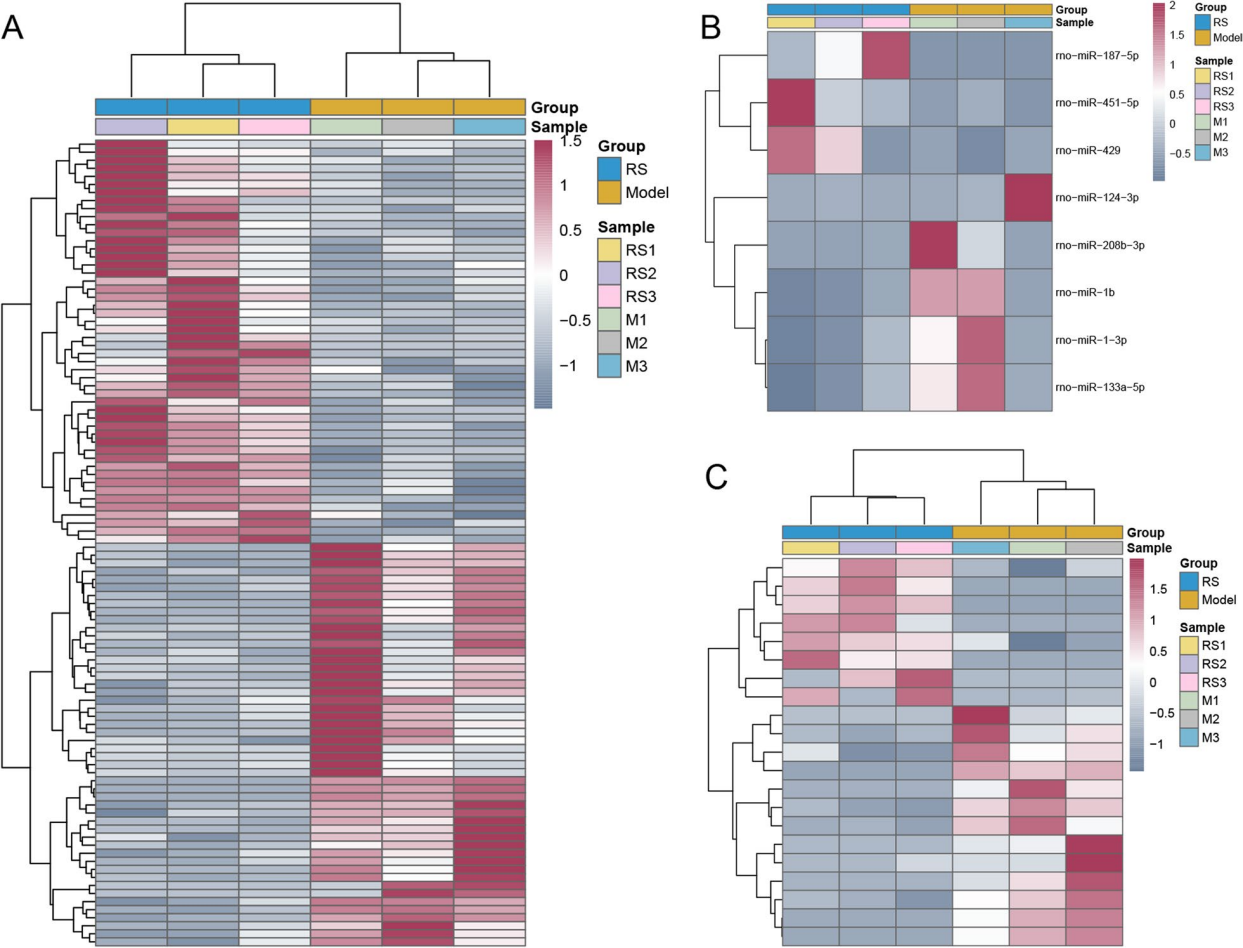
The heatmap of DEmRNAs (**A**), DEmiRNAs (**B**) and DElncRNAs (**C**) between injury model group and celecoxib + lactoferrin treatment group on day 14

### Identification of genes associated with autophagy/hypoxia/ferroptosis/pyroptosis

In order to further investigate what role the celecoxib + lactoferrin treatment group-specific DEmRNAs play in tendon injury repair, the autophagy/hypoxia/ferroptosis/pyroptosis-related gene sets were retrieved from the corresponding databases and related literature. In total, 25 genes associated with autophagy/hypoxia/ferroptosis/pyroptosis were obtained by overlapping celecoxib + lactoferrin treatment group-specific DEmRNAs with autophagy/hypoxia/ferroptosis/pyroptosis-related genes, respectively (Table 1). In addition, 6 genes (Hspb1, Fos, Gapdh, Ppp1r15a, Casp3, and Ddit4) were associated with at least two of autophagy, hypoxia, ferroptosis, and pyroptosis.

**Table 1:** The list of autophagy/hypoxia/ferroptosis/pyroptosis-related genes

Gene	Type
HSPB1	Autophagy/ferroptosis-related gene
FOS	Autophagy/hypoxia-related gene
GAPDH	Autophagy/hypoxia-related gene
PPP1R15A	Autophagy/hypoxia-related gene
CASP3	Autophagy/pyroptosis-related gene
AMBRA1	Autophagy-related gene
EIF2AK2	Autophagy-related gene
HSPA8	Autophagy-related gene
IRGM	Autophagy-related gene
ITGB4	Autophagy-related gene
BMF	Autophagy-related gene
DNM1L	Autophagy-related gene
EIF4E	Autophagy-related gene
LRSAM1	Autophagy-related gene
NRBP2	Autophagy-related gene
PLEKHF1	Autophagy-related gene
TECPR1	Autophagy-related gene
DDIT4	Hypoxia/ferroptosis-related gene
SLC40A1	Ferroptosis-related gene
TFRC	Ferroptosis-related gene
CRYAB	Ferroptosis-related gene
CITED2	hypoxia-related gene
NOCT	Hypoxia-related gene
SLC6A6	Hypoxia-related gene
TGFB3	Hypoxia-related gene

### Functional annotation and PPI network construction

GO enrichment analysis revealed that these 25 genes were significantly enriched in negative regulation of apoptotic process, aging and response to hypoxia (Fig. 4A). KEGG pathway analysis highlighted that MAPK signaling pathway, HIF-1 signaling pathway and TNF signaling pathway were dysregulated (Fig. 4B). The PPI network included 25 proteins, which consisted of two subgroups: 17 proteins with strong connections with others and 8 separated proteins (Fig. 5). Among them, Hspa8 and Hspb1 had the highest interaction score, which was 0.951.

**Fig. 4:**
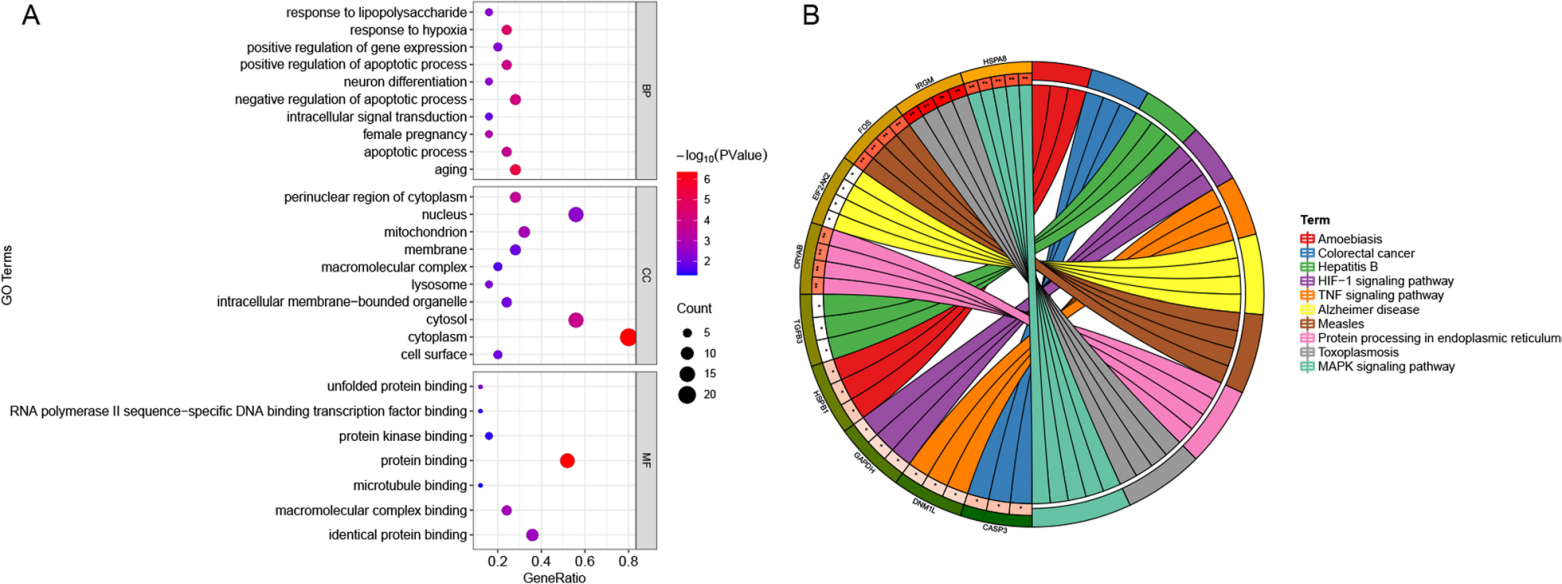
GO (**A**) and KEGG (**B**) enrichment analysis of the genes associated with autophagy/hypoxia/ferroptosis/pyroptosis BP: biological process; CC: cytological component; MF: molecular function

**Fig. 5:**
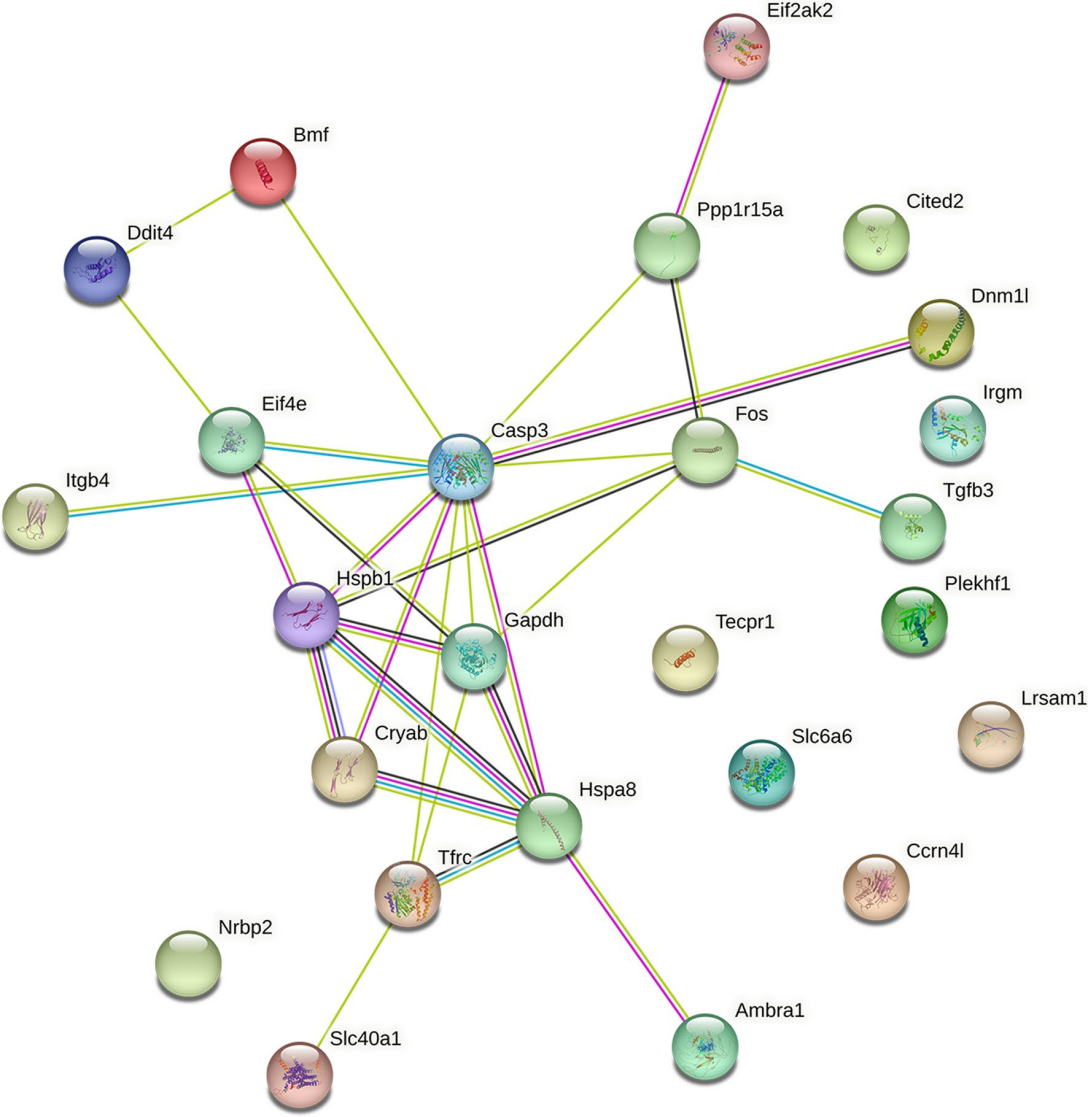
PPI network each node represents a protein, while each edge represents one protein–protein association

### Construction of TF-gene regulatory network

A total of 12 genes targeted by TFs were identified, including Casp3, Cited2, Cryab, Ddit4, Eif4e, Fos, Hspb1, Itgb4, Noct, Slc6a6, Slc40a1, and Tgfb3 (Fig. 6). Among which, Fos, Casp3, Slc6a6, Ddit4 can be regulated by Trp53. It is noted that Fos can be regulated by itself.

**Fig. 6:**
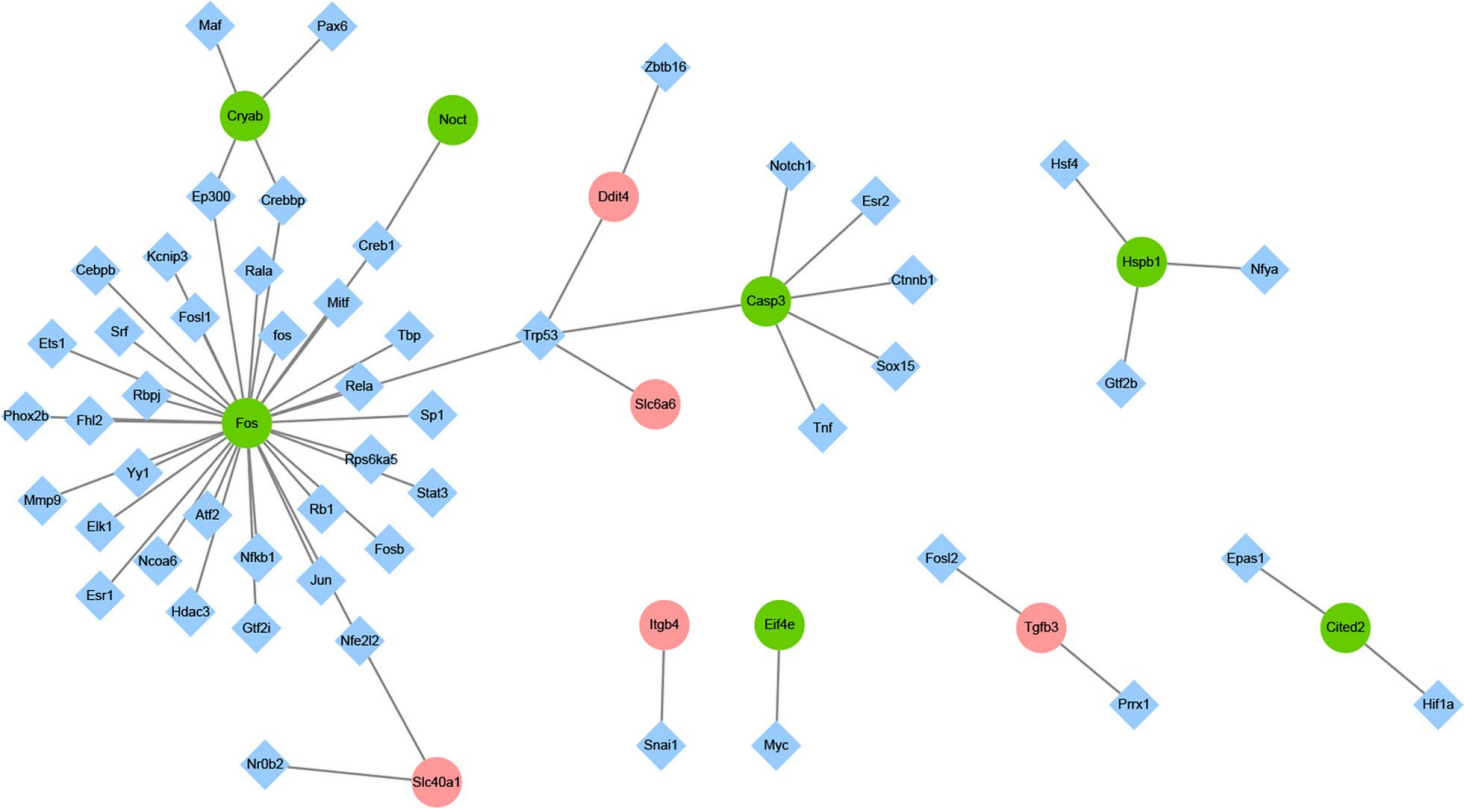
TF regulatory networks Red and green circles represent up- and down-regulated DEmRNAs. Rhombuses represent transcription factors (TFs). Edges indicate TF-DEmRNAs interactions

## Discussion

In this study, the rat tendon injury models were established and divided into four groups: normal control, tendon injury model, celecoxib treatment and celecoxib + lactoferrin treatment groups. Based on the results of HE staining, Masson staining and immunohistochemistry, we speculated that combinational administration of celecoxib with lactoferrin could rescue the harmful effects caused by celecoxib in the treatment of tendon injury. Then, the RNA sequencing and bioinformatics analysis indicated that compared to tendon injury model group, 945 DEmRNAs, 7 DEmiRNAs and 34 DElncRNAs were obtained in celecoxib treatment group, and 493 DEmRNAs, 8 DEmiRNAs and 21 DElncRNAs were obtained in celecoxib + lactoferrin treatment group. Given the small number DEmiRNAs and DElncRNAs obtained, we focused on DEmRNAs in the subsequent analysis. Then, 376 celecoxib + lactoferrin treatment group-specific DEmRNAs were determined. Next, 25 DEmRNAs associated with autophagy/hypoxia/ferroptosis/pyroptosis were obtained. Finally, several genes, such as, Ppp1r15a, Ddit4, Fos, Casp3, Tgfb3, Hspb1 and Hspa8, were identified to be associated with tendon injury and repair.

Aberrant mammalian target of rapamycin (mTOR) complex 1 (mTORC1) signaling is associated with altered bone homeostasis [25]. Protein phosphatase 1 regulatory subunit 15A (PPP1R15A), also known as GADD34, is a positive regulator of osteoclastogenesis and suppresses mTORC1 activity at the later stages of osteoclastogenesis [26]. DNA-damage-inducible transcript 4 (DDIT4) is an inhibitor of mTOR signaling [27]. DDIT4 confers a protective effect on radiation-induced premature senescence in osteoblast cells [28]. The JUN class of transcription factors is composed of heterdimers of Fos-related factors and Jun proteins, which is an important transcription factor in osteoblastic differentiation [29]. The c-Fos and c-Jun genes are the commonly studied member of the cellular immediate-early genes [30]. FOS is reported to improve tendon healing by promoting tendon cell proliferation and differentiation and regulating the inflammatory response [31]. A previous study suggested that ultrasound increased bone morphogenetic protein-2 expression in osteoblasts via the PI3K, Akt, c-Fos/c-Jun, and AP-1 signaling pathways [32].

Heat shock proteins are classified based on their molecular weights and include small HSPs, HSP40, HSP60, HSP70, HSP90, and large HSPs (HSP110 and glucoseregulated protein 170, GRP170) [33]. Heat shock protein family B (small) member 1 (HSPB1), also known as HSP27, is a member of the small heat shock protein family, which participates in the regulation of multiple physiological and pathophysiological cell functions. Elevated HSPB1 was related to estrogen-induced resistance to osteoblast apoptosis [34]. Unphosphorylated HSPB1 suppresses fibroblast growth factor-2-stimulated vascular endothelial growth factor release in osteoblasts [35]. HSPB1 suppressed platelet-derived growth factor-BB induced cell migration of osteoblasts [36]. Phosphorylated HSPB1 was involved in the pathogenesis of osteoporosis [37]. Heat shock protein family A (Hsp70) member 8 (HSPA8) is a member of the heat shock protein 70 family. The association of MNSFβ with HSPA8 may promote RANKL-induced osteoclastogenesis [38].

Caspase-3, one of the major activated cysteine proteases, constitutes the caspase family. You et al. investigated the effect of CASP3 inhibition on osteoblast differentiation capacity in high glucose conditions in mouse osteoblastic cell line MC3T3-E1 [39]. Mogi suggested that caspase activity could be required for osteogenic differentiation of osteoblastic cell [40]. Slawomir and his colleagues reported that CASP3, a pro-inflammatory factor involved in the TNF-α transduction pathway, was expressed in the injured tendon tissues of patients with rotator cuff tendinopathy [41]. CASP3 is suggested to be necessary for extracellular matrix remodeling in rat patellar tendon [42]. The transforming growth factor-β (TGFβ) family is expressed in various cell types and plays a crucial role in cellular division, migration, adhesion, differentiation, and programmed death [43]. The vascular smooth muscle cells proliferation pathways are known to be associated with various mRNAs and non-coding RNAs [44–46]. A certain level of active TGF-beta suppressed MMP-2 expression to promote the contractile phenotype of vascular smooth muscle cells [47]. TGF-β3 effectively protected against flexor tendon injury via regulating adhesion formation through the JNK/c-Jun pathway [48].

## Conclusions

In the present study, multiple bioinformatics analysis methods were applied to identify genes that play a key role in tendon injury and repair. Hspb1 was identified as an autophagy/ferroptosis-related gene, Fos and Ppp1r15a were identified as autophagy/hypoxia-related genes, Casp3 was identified as an autophagy/pyroptosis-related gene, Hspa8 was identified as an autophagy-related gene, Tgfb3 was identified as a hypoxia-related gene, and Ddit4 was identified as a hypoxia/ferroptosis-related gene. Hspa8 and Hspb1 had the highest interaction score in PPI network, which was 0.951. In addition, transcriptional regulatory network indicated that Fos can be regulated by itself. The above analysis results demonstrate the important role of these genes in tendon injury and repair from different perspectives. Also, the mechanism remained largely unknown. Our further research endeavors will concentrate on elucidating the fundamental mechanisms underlying the effect of celecoxib and lactoferrin on tendon injury and repair, including the intricate signaling pathways and protein expression profiles involved.

## Supplementary Information

**Additional file 1. Figure S1** GO (A) and KEGG (B) enrichment analysis of DEmRNAs between injury model and celecoxib treatment group BP: biological process; CC: cytological component; MF: molecular function.

**Additional file 2. Figure S2** GO (A) and KEGG (B) enrichment analysis of DEmRNAs between injury model group and celecoxib + lactoferrin treatment group BP: biological process; CC: cytological component; MF: molecular function.

**Additional file 3. Figure S3** Identification of celecoxib + lactoferrin treatment group-specific DEmRNAs (A) Venn diagram of up-regulated DEmRNAs in injury model group vs celecoxib treatment group and injury model group vs celecoxib + lactoferrin treatment group. (B) Venn diagram of down-regulated DEmRNAs in injury model group vs celecoxib treatment group and injury model group vs celecoxib + lactoferrin treatment group.

## Data Availability

The RNA-seq data have been deposited in the GSE201161 dataset (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201161).

## Abbreviations

DAB: Diaminobenzidine
DDIT4: DNA-damage-inducible transcript 4
DElncRNAs: Differentially expressed lncRNAs
DEmiRNAs: Differentially expressed miRNAs
DEmRNAs: Differentially expressed mRNAs
DUSP1: Dual-specificity phosphatase 1
HADb: Human autophagy database
HSPA5: Heat shock protein family A (Hsp70) member 5
HE: Hematoxylin and eosin
HSPA8: Heat shock protein family A (Hsp70) member 8
HSPB1: Heat shock protein family B (small) member 1
MSigDB: Molecular signatures database
mTOR: Mammalian target of rapamycin
mTORC1: Mammalian target of rapamycin complex 1
NSAIDs: Clinical work, nonsteroidal anti-inflammatory drugs
PPI: Protein–protein interaction
PPP1R15A: Protein phosphatase 1 regulatory subunit 15A
TFs: Transcription factors
TGFβ: Transforming growth factor-β

How the deposited data were processed for this re-analysis (not part of the article)

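Messenger RNA was measured in tendons of 3 tendon injury model rats and 3 rats treated with celecoxib + lactoferrin, on day 14 after surgery. Samples were grouped by their labels and by the sample names in Fig. 3, and all 6 were used.

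The authors sequenced the libraries on an Illumina platform, removed low-quality reads and aligned the rest to the rat genome with HISAT2. They deposited 1 table of raw counts per Ensembl gene ID, with no normalization. Which tool made these counts, whether it used the strand, and how it treated reads that match several genes is not given in the paper's text. Counts of overlapping genes, antisense genes and near-identical copies are therefore uncertain.

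From the counts, edgeR 4.0.16 in R 4.3.3 was used for the main test (quasi-likelihood fit with robust estimation, TMM normalization, filterByExpr by group, Benjamini-Hochberg adjustment over the 15122 genes tested). DESeq2 1.42.0 (Wald test, default settings) and limma 3.58.1 (voom with sample quality weights) were alternatives. An adjusted p-value that DESeq2 left empty, as for 2076 of 17992 genes, was kept empty. Log2 CPM used a prior count of 2. The similarity of libraries was tested with an exact permutation test over the 10 splits of 6 libraries into 3 and 3.

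The test was checked on simulated counts drawn from the means and library sizes of these libraries. Of 15122 simulated genes, 200 were changed by known fold changes, all beyond 1 on the log2 scale. EdgeR tested 14832 and called 155 of the changed genes at an adjusted p-value under 0.05, all in the simulated direction. It called 13 unchanged genes. DESeq2 tested 15061, called 182 of the changed genes and called 68 unchanged ones. Genes were drawn independently, without differences shared by groups of libraries. Of the 395 genes called in the data, 117 had an absolute log2 fold change of at least 1. The simulation therefore does not show how the tests do on smaller changes or with such shared differences.

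Total counts per library lay between 34546567 and 47181784, with a median of 45097576 in the injury model group and 35196726 in the celecoxib + lactoferrin treatment group. TMM factors lay between 0.907 and 1.09. The most abundant gene took between 5.73% and 8.69% of a library's counts and the 10 most abundant genes between 22.6% and 28.3%. A gene at 0 was given a floor of 3 counts. Intervals and floors cover counting error only. No pair of libraries was a duplicate: the chi-square per degree of freedom between pairs was at least 90.6.

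Genes named in the text follow a rule set before the data were examined: genes of the paper's Table 1, the target of celecoxib, the lactoferrin gene, members of several gene lists, and the higher and lower genes with the smallest p-values among genes whose groups do not overlap. The reference table of rat genes matched 0 of the 22250 IDs. For this reason the Table 1 genes, the directions drawn in Fig. 6, the gene lists and the enrichment results were left out. Of the genes chosen by p-value, only 2 higher and 2 lower IDs are given in the comparison of the groups. The missing symbols did not require this cut. Of the next lower IDs, ENSRNOG00000043289 was also at 0 in each treated rat. ENSRNOG00000014350 and ENSRNOG00000007607 were present in all 6 libraries, with log2 fold changes of -2.12 and -2.23 in edgeR. None of these had an adjusted p-value under 0.05 in edgeR. The celecoxib treatment group, miRNA and lncRNA were not analysed here.

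Alternatives covered the test, the normalization, the filter on low counts, a replicate block, an added fold change threshold of 1 on the log2 scale, each rat left out in turn, and, for the distance between libraries, Spearman's rho and the 500 most variable genes. The term for library depth, the voom fit and the fold change threshold with DESeq2 were added after the data had been seen.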

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

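The tests in this part were chosen after the genes had been seen. In 139 gene IDs, every library had either 0 counts or at least 100 counts, with both kinds present. The paper does not report on genes that are present in some libraries and absent from others, and whether any of these IDs is a gene it names is not known, since no IDs were paired with symbols. Their counts lie far above what a count of 0 allows in the libraries where they were present. The largest single count among them was 39238. They fell into 46 of the 62 possible patterns of presence and absence, and 116 of them passed the filter of the main test, of which 3 had an unadjusted p-value under 0.05. Celecoxib + lactoferrin replicate 1 lacked 76 of them, and 30 were absent from that library alone. The other libraries lacked between 40 and 49.

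The depth of the libraries cannot account for these genes. From each gene's share in the libraries where it was present, a library at 0 should have had at least 99.5 counts. The median was 407. The lowest value follows largely from the 100 counts by which these genes were chosen. The treatment does not account for the set as a whole either. Only 3 of the 139 were present in all injury model rats and absent from all treated rats, 0 showed the opposite, and 7 of the 10 splits of the 6 libraries separated as many of these genes as the treatment did. If reads had moved to another gene otherwise at 0, each pattern should have had a mirror of similar size. The 30 genes absent from celecoxib + lactoferrin replicate 1 alone faced 2 genes present in that library alone. This argues against that cause for most of those 30 genes. Rarer patterns had mirrors of unlike size, as 9 against 0, or of similar size, as 3 against 2. For genes of the latter kind it remains open.

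Reads moved to a copy that already had counts, variants of individual rats against the reference, and the handling of reads that match several genes remain open, since neither symbols nor positions were at hand. No biological explanation other than the treatment was tested. Both lower genes given by ID in the comparison of the groups, ENSRNOG00000019351 and ENSRNOG00000045965, belong to this set.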

How the results depend on the processing

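Unless said otherwise, the alternatives were set before the data were examined. Main values were 395 genes with an unadjusted p-value under 0.05 in edgeR (213 higher, 182 lower) and 1 gene with an adjusted p-value under 0.05. Where a count moved by more than 1.5 times, the cause was not tested unless it is given.

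With DESeq2, 314 genes were lower at the unadjusted threshold and 26 genes had an adjusted p-value under 0.05. On simulated data DESeq2 also called more unchanged genes than edgeR, 68 against 13. Scaling by library size alone gave 285 higher and 116 lower genes, 71.1% higher against 53.9% with TMM, while the median log2 fold change of all genes moved from 0.0067 to 0.060. Without a filter on low counts, 3 genes had an adjusted p-value under 0.05. With at least 10 counts required in every sample, 0 had one, beside 407 at an unadjusted p-value under 0.05; this filter removes every gene with a library at 0. An absolute log2 fold change of at least 1 left 117 genes, 60 higher and 57 lower, as a stricter threshold must leave fewer. DESeq2's size factors in edgeR left all 4 counts within 1.5 times.

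Across the 6 fits that each left out one rat, the number of genes with an unadjusted p-value under 0.05 ran from 226 (without injury model replicate 1) to 890 (without celecoxib + lactoferrin replicate 3). The higher genes ran from 132 to 473, the lower genes from 94 to 417, and those with an adjusted p-value under 0.05 from 1 to 9 (without injury model replicate 2). Of the 890 genes called without celecoxib + lactoferrin replicate 3, 278 were among the 395.

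Groups share replicate numbers, so a fit with a replicate block was made. It gave 326 genes (167 higher, 159 lower), 232 of them among the 395, and 0 with an adjusted p-value under 0.05. Libraries with the same number did not deviate together: the correlation of their deviations from the group means, across genes, lay between -0.27 and 0.057, against -0.31 to 0.30 for other pairs across the groups. The numbers therefore do not pair the rats.

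The following alternatives were chosen after seeing the data. A term for library depth gave 223 genes, of which 85 were higher. Voom with sample quality weights gave 495 genes and 3 with an adjusted p-value under 0.05. DESeq2 with an absolute log2 fold change of at least 1 gave 250 genes, 108 higher, and 25 with an adjusted p-value under 0.05.

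All 4 genes given by ID in the comparison of the groups kept their direction under every alternative that could test them. They were chosen for groups that do not overlap, so a kept direction follows from the choice and adds no support. The filter of at least 10 counts in every sample removes the 3 with a group at 0. ENSRNOG00000019351 had an adjusted p-value over 0.05 with the replicate block (0.97) and without injury model replicate 1 (0.085) or replicate 3 (0.075), and its adjusted p-values over all alternatives, from edgeR, DESeq2 and limma, ran from 1.5e-16 to 0.97. For the others, 6 adjusted p-values fell under 0.05, among them all 3 with DESeq2.

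The difference in distance between and within groups was -0.0024. It reversed to 0.0048 without celecoxib + lactoferrin replicate 2 and to 0.0156 without celecoxib + lactoferrin replicate 3, and ran from -0.0147 to 0.0156 across the 6 fits that each left out one rat. It stayed below 0 with Spearman's rho and with the 500 most variable genes. No exact p-value in this design can fall below 0.1.

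A covariate for skeletal muscle genes, the tests of gene lists and their alternatives, and the counts of Table 1 and Fig. 6 genes were not run, because no IDs were paired with symbols. Depth limits genes with few counts: a library at 0 still allows up to 3 counts.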

Differences from the paper's values

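The paper reports 274 down-regulated DEmRNAs in the celecoxib + lactoferrin treatment group, and 182 genes were lower with an unadjusted p-value under 0.05 in edgeR. Of the alternatives set before the data were examined, those within 1.5 times of the paper's 274 were DESeq2, which the paper's methods name, with 314, DESeq2's size factors in edgeR with 190, no filter on low counts with 219, at least 10 counts in every sample with 188, and the fits without injury model replicate 2 (184), injury model replicate 3 (295) or celecoxib + lactoferrin replicate 2 (216). Library size alone (116), the replicate block (159), the fits without injury model replicate 1 (94), celecoxib + lactoferrin replicate 1 (143) or celecoxib + lactoferrin replicate 3 (417), and an absolute log2 fold change of at least 1 (57) were not within it.

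Voom with sample quality weights, chosen after seeing the values, gave 231 lower genes, also within 1.5 times of 274. Its 495 genes in all lie near the paper's 493, but 264 of them were higher, so that higher genes outnumbered lower ones, whereas the paper reports 219 up-regulated and 274 down-regulated.

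With at least 10 counts required in every sample, 219 genes were higher, the number the paper reports as up-regulated.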

Other observations

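The splits of the libraries were compared, and the depth of the libraries was noticed, after the results had been seen, as was the excess of even counts; the tests of depth, of abundant genes and of single libraries were set before their results were seen.

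Of the 10 splits of the 6 libraries into 3 and 3, the real one included, 7 gave at least the 395 genes with an unadjusted p-value under 0.05 that the treatment gave, with a range from 91 to 1247 in edgeR. All 10 gave at least the 1 gene with an adjusted p-value under 0.05. With DESeq2, 7 of the 10 gave at least the 578 genes of the treatment split, with a range from 237 to 1547. The treatment split lay below the median of the 10 in both, 512 in edgeR and 760 with DESeq2, so these counts do not set the treatment apart from other splits. Each of the 9 other splits exchanges 1 treated for 1 injury model library, and 6 of the 9 gave at least 395 genes in edgeR. A mislabelled library remains open.

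The split into the 3 deeper libraries (injury model replicates 1 and 2, and celecoxib + lactoferrin replicate 3, with at least 45097576 counts) and the 3 shallower ones (at most 35196726) crosses the treatment groups. It is also the split that exchanges injury model replicate 3 and celecoxib + lactoferrin replicate 3. It gave 1217 genes with an unadjusted p-value under 0.05 in edgeR and 1547 with DESeq2, more than the treatment split. In edgeR it was not the largest of the 10: injury model replicate 1 and celecoxib + lactoferrin replicates 1 and 2 against the rest, which does not follow depth, gave 1247, and injury model replicates 1 and 3 and celecoxib + lactoferrin replicate 1 against the rest gave 1048. Of genes with an adjusted p-value under 0.05 in DESeq2, the depth split gave 248, the treatment split 26 and the other splits between 8 and 92. It also had the largest difference between and within groups in distance, 0.0147, of the 10 splits (two-sided exact permutation test, p = 0.1, the smallest possible). With each library thinned at random to the smallest total, the depth split gave 1213 genes, against a median of 505.5 over the 10 splits. Thinning hardly moved the treatment split either (395 to 391). With equal totals, though, unequal read sampling could no longer add genes to the depth split, so the 1213 argue against that cause only. Without the 10 most abundant genes the depth split gave 1195, but this removal hardly moved any of the 10 splits (the treatment split went from 395 to 391), so it decides nothing about those genes. A difference between batches of libraries, which the labels do not give, an exchange of those libraries and differences between rats remain open.

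With the depth group as a term, the treatment gave 223 genes with an unadjusted p-value under 0.05, against 395 without it. A shift between batches that hides treatment genes would have raised the number, but the term also costs a degree of freedom, so this cannot be told apart from a loss of power. Each depth group holds libraries of both treatments, but one of them from 1 rat only, so no value within a depth group is given. Celecoxib + lactoferrin replicate 1 was the library least like the others (mean r 0.902). Without it 285 genes were called, against 414 without replicate 2 and 890 without replicate 3 of that group, fits with as many libraries, which argues against that library as what kept the number low. Celecoxib + lactoferrin replicate 3 had r from 0.944 to 0.963 with the injury model libraries, and 0.903 and 0.922 with the other libraries of its group.

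Even values were in excess among counts from 1 to 20. Their share lay between 0.547 and 0.576 over the 6 libraries, and in all 6 the lower bound of the 95% Wilson interval lay above 0.5. A falling distribution of single counts gives 0.5 or less, but these counts did not fall from 1 on. In all 6 libraries fewer genes had 1 count than 3, so part of the excess may be a lack of genes at 1 count. More genes had 2 counts than 1 or 3 in all 6. In injury model replicate 1, 72 genes had 1 count, 226 had 2 and 181 had 3. A candidate explanation is that both mates of a read pair were counted singly, in which case a count is not an independent molecule and the floor of 3 counts is too low (a floor of 6 lowers the bound of ENSRNOG00000019351 from 143-fold to 71.7-fold); a conversion of coverage into counts was not tested. No biological explanation was tested.

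Injury model replicate 3 and celecoxib + lactoferrin replicate 2 had totals that differed by 171 counts, although their r was 0.929.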
